A study of Mus musculus with 20 samples.

How the data were processed

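Striatal RNA was sequenced from 20 male mice, 5 in each of 4 groups made by 2 lines (control and selected for cage overactivity) and 2 injections (saline and d-amphetamine at 25 mg/kg), with tissue taken 2 hours after the injection at about 6 months of age. Per the labels, RNA was prepared with a lipid tissue kit and sequenced on an Illumina instrument with paired ends. The authors deposited 1 table of expected counts, not scaled between samples, with 1 locus per line, a gene symbol and a locus span. The submitters' processing notes name the genome builds mm10 and GRCm38. The aligner, the counting tool and their versions are not given in the sources, and 93.9% of the values were whole numbers within 0.01.

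The table held 37051 loci. The 10576 loci without a symbol (0.65% of all counts, 0.591% to 0.714% per library) were left out, because no identity could be given for them. Of the 26475 loci with a symbol, 626 carried several symbols and 4.98% of the counts, and these were kept as shared loci. Of 25849 loci with a single symbol, 23881 matched a symbol of the GENCODE M21 annotation (1993 of them through an older symbol), and 99.8% of these overlapped the annotated gene. Gene positions are GENCODE M21 gene spans on GRCm38, counted from 1, and the positions given for loci are the spans in the table. Symbols are printed as the table gives them (Drd1a, now Drd1). Expected counts were rounded to whole numbers.

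Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the 4 groups, which left 17206, libraries were scaled by TMM, and 1 quasi-likelihood model with 1 mean per group was fitted to all 20 libraries. The 7 comparisons were amphetamine against saline in each line and over both lines, the difference between the lines in that response, and overactive against control line in saline, under amphetamine and over both treatments. Tests were two-sided, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Fold changes are on the log2 scale with their standard error (SE). Levels are CPM (counts scaled to library size by TMM), as mean ± SD.

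There were 32 gene lists (activity, stress and metabolic programmes, transmitter systems, and markers of striatal and neighbouring cell types), each with at least 5 members tested. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the 32 lists within a comparison, and again with an estimated correlation. Members past the test were also counted with p-values adjusted over the list alone. A score per library, the mean deviation of a list's log2 CPM from the mean over all libraries, was compared between groups by two-sided exact permutation (5 against 5, smallest p 0.00794) or, within strata, by 100000 permutations.

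The comparisons, tests, lists and alternatives were fixed before the data were examined, as was the rule for naming genes. For each comparison within a line, within a treatment or of the difference, the rule took the 8 genes with the smallest p in each direction among those that passed with a mean of at least 1 CPM and an annotated symbol. It added up to 3 passing members of each list, and 14 of 15 genes set in advance: Fos, Arc, Egr1, Npas4, Drd1a, Drd2, Pdyn, Penk, Tac1, Slc6a3, Th, Fkbp5, Hspa1a and Ttr. The remaining one lay in a locus shared with other symbols. Of the genes the rule took, 1 is left out of the Results and of the counts of named genes: Park2 at XLOC_013442 (locus on chromosome 17, 10840384 to 12063368). In saline it was higher in the overactive line (log2 0.65, SE 0.08, edgeR adjusted p = 0.000785). Its p was the smallest of the genes the rule took as higher there. Genes outside the rule are marked as chosen after their values were seen.

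Alternatives were RLE and upper quartile scaling, no filter, a filter of 1 CPM in 5 libraries, DESeq2 1.42.0, limma-voom with sample weights, a fit of only the groups compared, the replicate number as a block, 1 surrogate variable from sva 3.50.0, and leaving out each library. Region marker scores as covariates, a fit without the 4 libraries highest in thalamic markers, a fit without loci at 0 in 1 line, leaving out each library in the list tests, and the relation of line fold changes without genes at 0 in 1 line were added after the data were seen. Closing tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

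Library totals were 31393788 to 53773028 counts, and the median SE of a log2 fold change was 0.10 between 2 groups and 0.07 over both lines or treatments. The model was tested on simulated data with 200 genes changed: in the overactive line it found 22% of 1.25-fold, 58% of 1.5-fold, 84% of 2-fold and 100% of 4-fold changes, with 6 false calls among 138. In data of the control line simulated without changes it made 0 calls. The simulated genes varied independently of each other, unlike those of real tissue. A value of 0 allows up to 3 counts per library, and such limits cover counting error only.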

Results

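RNA sequencing measured gene expression in the whole striatum of 20 male mice from a line selected for high activity in the cage and from a control line. The labels describe the mice as Collaborative Cross, a population derived from several inbred founder strains. Mice received saline or d-amphetamine, a drug that releases dopamine from nerve terminals in the striatum, at 25 mg/kg, and tissue was taken 2 hours later. Each of the 4 groups held 5 mice, with 1 library per mouse. The total counts of control line saline libraries 1 to 5 were 38278629, 36124452, 46493247, 44678657 and 44602775. Those of control line amphetamine libraries 1 to 5 were 40769425, 32633562, 35067160, 41022021 and 42361966. Overactive line saline libraries 1 to 5 held 37643329, 40420846, 43261395, 34124515 and 43607596 counts. Overactive line amphetamine libraries 1 to 5 held 49697810, 31393788, 53773028, 48344271 and 50173177 counts. The first 3 principal components of the 17206 genes tested carried 21.3%, 9% and 7.8% of the variance. Libraries within groups differed in marker genes of regions that border the striatum, and these levels are given beside the gene groups they moved with.

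The first question was what amphetamine changed in the control line. Immediate early genes, which neurons transcribe within minutes to hours of activity, rose as a group 2 hours after the drug. Of 31 members 30 had a positive fold change, with a median log2 of 0.19 (camera adjusted p = 0.000742, or adjusted p = 0.85 with an estimated correlation). The transcription factor gene Fos (XLOC_006721, chromosome 12, 85473890 to 85477273) measured 10.4 ± 3.26 CPM in saline and 16.4 ± 8.94 CPM under amphetamine (SD, n = 5), a log2 fold change of 0.66 (SE 0.42). Arc (XLOC_011612, chromosome 15, 74669083 to 74672570), which acts at active synapses, measured 96.7 ± 48.1 and 140 ± 76.8 CPM, a log2 fold change of 0.53 (SE 0.46). Egr1 (chromosome 18, 34859823 to 34864984) and Npas4 (chromosome 19, 4984355 to 4990316), both activity-regulated transcription factor genes, had log2 fold changes of 0.15 (SE 0.26) and 0.09 (SE 0.27). None of these 4 genes passed the test alone (edgeR adjusted p 0.894 to 0.977). The group's call was lost without control line amphetamine library 5 (adjusted p = 0.0626). Its score was 0.21 higher under amphetamine, a difference within the spread of the libraries (exact permutation p = 0.286, n = 5). Cortical and hippocampal excitatory neuron markers rose in the same comparison (median log2 0.30, 16 of 20 positive, adjusted p = 0.00479, or 0.85 with an estimated correlation), with 0 members past the test over all genes or over the list alone. Their score was 0.08 ± 0.42 in saline and 0.42 ± 0.17 under amphetamine (SD, n = 5, exact permutation p = 0.143), and the list lost its call without amphetamine library 2 (0.062) or saline library 4.

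Other lists rose in the control line beside these cortical markers. Delayed activity-regulated genes rose (median log2 0.13, 23 of 29 members positive, adjusted p = 0.00264, or 0.85 with an estimated correlation), as did glucocorticoid-responsive genes (0.08, 22 of 28 positive, adjusted p = 0.00369, or 0.85 with an estimated correlation). Among the latter Fkbp5 (chromosome 17, 28399094 to 28517527), a chaperone of the glucocorticoid receptor, had a log2 fold change of 0.18 (SE 0.11) and did not pass. Glutamate and GABA receptor genes rose (median log2 0.06, 26 of 35 positive, adjusted p = 0.000742, or 0.47 with an estimated correlation). Of these, 0 passed over all genes and 2 adjusted over the list alone, both chosen after their values were seen. The kainate receptor subunit gene Grik3 (locus on chromosome 4, 125490831 to 125714173) went from 141 ± 8.07 to 170 ± 7.02 CPM (SD, n = 5, log2 0.27, SE 0.07). The GABA-A receptor subunit gene Gabra5 (locus on chromosome 7, 57387272 to 57510096) went from 36.0 ± 3.11 to 42.0 ± 1.20 CPM (log2 0.22, SE 0.06). Potassium channel genes rose (0.06, 24 of 33 positive, adjusted p = 0.0113, or 0.85 with an estimated correlation), and so did cholesterol synthesis genes (0.07, 17 of 24, adjusted p = 0.0198, or 0.85 with an estimated correlation). Delayed genes lost their call without amphetamine library 2 (adjusted p = 0.136), glucocorticoid genes without amphetamine library 5 (0.0626), and potassium channels without amphetamine library 2 (0.21) or saline library 3 or 4. Cholesterol synthesis genes lost theirs without saline library 2 (0.642), saline library 3 or amphetamine library 5.

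Genes of cytoplasmic ribosomal proteins fell in the control line (median log2 -0.09, 69 of 74 members negative, adjusted p = 6.18e-09, or 0.85 with an estimated correlation). Oxidative phosphorylation genes fell (-0.04, 49 of 62 negative, adjusted p = 0.0114, or 0.85 with an estimated correlation), and so did heat shock and protein folding genes (-0.06, 21 of 24, adjusted p = 0.0408, or 0.85). RNA-binding proteins that respond to temperature fell as well (-0.08, 12 of 13, adjusted p = 0.00941, or 0.85 with an estimated correlation). Endothelial and mural cell markers fell (-0.15, 24 of 25, adjusted p = 1.1e-05, or 0.099 with an estimated correlation), and meningeal and fibroblast markers fell with them (-0.45, 18 of 18, adjusted p = 6.77e-05, or 0.85 with an estimated correlation). No member of these lists passed over all genes or adjusted over the list alone. Heat shock lost its call without saline library 2 (adjusted p = 0.994) or 3 or amphetamine library 1, 4 or 5, and oxidative phosphorylation without saline library 2 (0.215), 3 or 5 or amphetamine library 1 or 3. The temperature list lost its call without saline library 2 (0.11) or amphetamine library 2.

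Genes of striatal projection neurons set in advance stayed near their saline levels in the control line. The dopamine receptor genes Drd1a (chromosome 13, 54051183 to 54055705) and Drd2 (chromosome 9, 49340627 to 49408177) had log2 fold changes of 0.01 (SE 0.13) and 0.06 (SE 0.12). The peptide precursor genes Pdyn (chromosome 2, 129686565 to 129699844), Penk (chromosome 4, 4133531 to 4138819) and Tac1 (chromosome 6, 7554879 to 7565834) had values of -0.05 (SE 0.15), 0.07 (SE 0.13) and -0.13 (SE 0.12). Slc6a3 (chromosome 13, 73536747 to 73578672), the dopamine transporter, and Th (chromosome 7, 142892752 to 142931128), tyrosine hydroxylase, both of midbrain dopamine cells, had values of -0.30 (SE 0.46) and -0.05 (SE 0.25). The choroid plexus gene Ttr (chromosome 18, 20665280 to 20674321) spread widely, at 176 ± 272 CPM in saline and 58.8 ± 90.2 CPM under amphetamine (SD, n = 5). No single gene passed with edgeR, where 957 genes had an unadjusted p under 0.05 and 860 were expected by chance. DESeq2 called 2 genes (1112 at an unadjusted p under 0.05) and limma-voom 0 (1462). The genes called by DESeq2, chosen after their values were seen, were Gm5781 (locus on chromosome 10, 116897057 to 117025293), above 0 in 3 of 20 libraries, and the protocadherin gene Pcdh9 (locus on chromosome 14, 93013701 to 93891915, log2 -1.08, adjusted p = 0.0245).

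**Figure D1:**
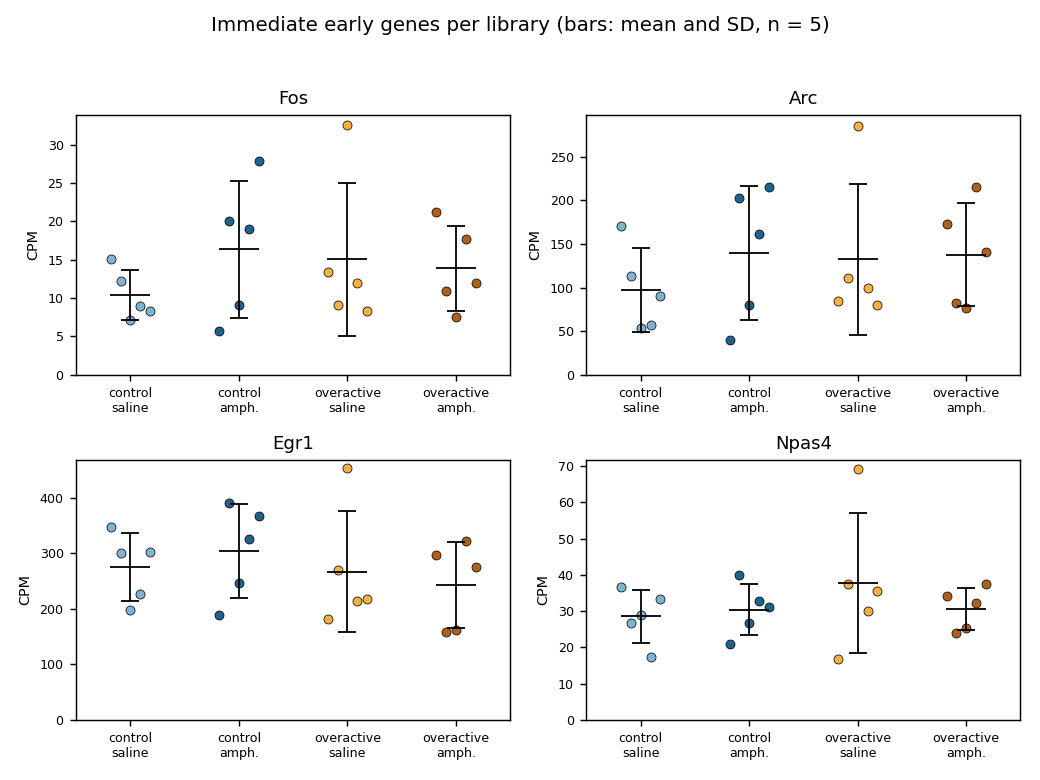
Each panel shows 1 immediate early gene, with CPM on the vertical axis and the 4 groups on the horizontal axis, where points are libraries and bars mean and SD (n = 5). Fos averaged 10.4, 16.4, 15.1 and 13.9 CPM from left to right, and overactive line saline library 3 stood at 32.5 CPM.

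In the overactive line the list with the largest median change after amphetamine, of the 32 tested, was that of cortical and hippocampal excitatory neuron markers. These rose (median log2 1.17, 19 of 20 members positive, adjusted p = 1.48e-13, or adjusted p = 0.27 with an estimated correlation), with 0 members past the test over all genes and 14 adjusted over the list alone. Slc17a7 (XLOC_028816, chromosome 7, 45163949 to 45176142), the vesicular glutamate transporter of cortical neurons, was chosen after its values were seen. It measured 137 ± 66.9 CPM in saline and 414 ± 235 CPM under amphetamine (SD, n = 5, log2 1.60, SE 0.41). In the control line the same gene measured 363 ± 184 and 503 ± 67.9 CPM. The list score was -0.68 ± 0.34 in saline and 0.17 ± 0.55 under amphetamine (n = 5, exact permutation p = 0.0317, adjusted p = 0.423 over 32 lists). All 20 members had a mean of at least 1 CPM in these striatal libraries, and 3 were also held by another list.

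Potassium channel genes rose beside them (median log2 0.16, 24 of 33 positive, adjusted p = 1.97e-06, or 0.35 with an estimated correlation). Of these, 0 passed over all genes and 4 adjusted over the list alone, chosen after their values were seen. Kcnj3 (locus on chromosome 2, 55426806 to 55598531) and Kcnj9 (locus on chromosome 1, 172320379 to 172335945), of G-protein-gated channels, went from 47.7 ± 13.2 to 71.8 ± 10.1 CPM (SD, n = 5, log2 0.59, SE 0.15) and from 53.4 ± 7.73 to 78.5 ± 10.8 CPM (0.56, SE 0.13). The calcium-activated channel gene Kcnma1 (locus on chromosome 14, 23292073 to 24008578) had a log2 of 0.29 (SE 0.08) and Kcnh7 (locus on chromosome 2, 62664296 to 63184287) of 0.90 (SE 0.22). Delayed activity-regulated genes did not pass as a list (0.02, adjusted p = 0.102), but 4 members did adjusted over the list alone. They were the neurotrophin gene Bdnf (locus on chromosome 2, 109674700 to 109727212, log2 1.09, SE 0.35) and Nptx1 (locus on chromosome 11, 119538719 to 119569046, 0.80, SE 0.25). The others were Nrn1 (locus on chromosome 13, 36725625 to 36734454, 1.21, SE 0.31) and Gpr22 (locus on chromosome 12, 31654861 to 31950653, 0.48, SE 0.12), and all were chosen after their values were seen. Bdnf went from 6.56 ± 1.95 to 13.9 ± 7.07 CPM, against 10.4 ± 4.34 and 14.3 ± 5.23 CPM in the control line. Nrn1 was also a member of the cortical list. All 4 genes had their lowest group mean in overactive line saline, as did Slc17a7. For these genes a response to the drug was not told apart from the share of cortical tissue. Cholesterol synthesis genes rose (0.12, 23 of 24 positive, adjusted p = 0.000367, or 0.63 with an estimated correlation).

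Dopamine synthesis, transport and signalling genes fell in the overactive line (median log2 -0.12, 20 of 23 negative, adjusted p = 0.0213, or 0.63 with an estimated correlation). Slc18a2 (XLOC_016557, chromosome 19, 59260896 to 59296012), the vesicular monoamine transporter, was chosen after its values were seen and was the 1 member past the test adjusted over the list alone. It went from 11.9 ± 1.06 to 8.35 ± 1.09 CPM (SD, n = 5, log2 -0.51, SE 0.11), against 9.80 ± 1.05 and 8.22 ± 1.31 CPM in the control line. The difference between the lines in its response did not pass (-0.26, SE 0.16, edgeR adjusted p = 0.9999). Heat shock genes fell (-0.10, 23 of 24 negative, adjusted p = 0.00109, or 0.63 with an estimated correlation), as did ribosomal protein genes (-0.06, 69 of 74, adjusted p = 0.00106, or 0.73 with an estimated correlation). Ependymal cell markers had a median log2 of -0.56 (12 of 14 negative, adjusted p = 8.48e-06, or 0.63 with an estimated correlation). The dopamine list lost its call without saline library 2 (0.211), 3 or 5 or amphetamine library 2 or 4. Heat shock lost it without amphetamine library 3 (0.164) or saline library 3, and ribosomal genes without saline library 5 (0.149) or 1 or amphetamine library 1 or 5.

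Immediate early genes did not pass in the overactive line (median log2 -0.09, 11 of 31 positive, adjusted p = 0.865). Fos measured 15.1 ± 9.99 CPM in saline and 13.9 ± 5.51 CPM under amphetamine, and Arc 132 ± 86.7 and 138 ± 59.3 CPM (SD, n = 5). Saline library 3 held 32.5 CPM of Fos and 286 CPM of Arc, and without it the list was called higher after amphetamine (adjusted p = 0.029). Log2 fold changes of the other genes set in advance lay between -0.51 (the heat shock gene Hspa1a, chromosome 17, 34969190 to 34972156, SE 0.28) and 0.06 (Arc, SE 0.45), except for Ttr (-0.61, SE 1.59). Pdyn measured 136 ± 32.4 and 107 ± 17.9 CPM (-0.35, SE 0.16, edgeR adjusted p = 0.555). No gene passed with edgeR, where 1382 genes had an unadjusted p under 0.05. DESeq2 called 42 genes (1601 at an unadjusted p under 0.05), limma-voom 0 (1833), and edgeR 31 without the 4 libraries highest in thalamic markers.

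Over both lines 12 lists passed for amphetamine against saline, and none did with an estimated correlation (adjusted p = 0.41 to 0.75 with an estimated correlation). Cortical and hippocampal markers (median log2 0.70, 15 members adjusted over the list alone), potassium channels (0.10, 5 members) and delayed activity-regulated genes (0.08, 4 members) rose. Glutamate and GABA receptors (0.07, 1 member), glucocorticoid-responsive genes (0.08, 1 member) and cholesterol synthesis genes (0.09, 0 members) rose too, and the adjusted p of these 6 lists lay between 2.21e-10 and 0.0215. Among receptor genes Gabra5 had a log2 of 0.24 (SE 0.04, adjusted p = 0.000904 over the list alone and 0.202 over all genes). Ribosomal protein (-0.07), heat shock (-0.08), temperature-responsive (-0.07), ependymal (-0.23), thalamic, hypothalamic and septal (-0.39) and choroid plexus genes (-0.50) fell, with adjusted p from 8.51e-09 to 0.0223 and 0 members past the test in either count. Glucocorticoid genes lost their call without overactive amphetamine library 2 (0.146), overactive saline library 2 or 4 or control amphetamine library 4 or 5. Thalamic markers lost theirs without overactive saline library 1 (0.134) or 4, overactive amphetamine library 1, 4 or 5, control saline library 2, 3 or 4 or control amphetamine library 5. Choroid plexus markers lost theirs without control saline library 3 (0.276), control amphetamine library 2 or 3, overactive amphetamine library 4 or 5 or overactive saline library 1 or 4. No gene passed with edgeR (1895 at an unadjusted p under 0.05), limma-voom called 0 (2577) and DESeq2 178 (2161), while edgeR called 80 without the 4 libraries highest in thalamic markers and 4 without control saline library 1 or overactive amphetamine library 2.

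The difference between the lines in the amphetamine response was then tested itself. Endothelial and mural cell markers fell in the control line with the preset correlation, a call lost with an estimated one, and not in the overactive line. Their control line score fell by 0.18 (exact permutation p = 0.0317, adjusted p = 0.6465 over 32 lists). The response of this list differed between the lines by 0.24 in median log2 (24 of 25 members positive, adjusted p = 5.69e-07, or 0.037 with an estimated correlation). This was the 1 list of 10 that also passed with an estimated correlation, where the others had an adjusted p of 0.74 or 0.86. Its score differed in response by 0.24 (permutation p = 0.00337, adjusted p = 0.108 over 32 lists). The score differences of the other lists among the 10 lay within the spread of the libraries. Their permutation p ran from 0.1005 (D1 markers) to 0.438 (immediate early genes), each with an adjusted p of 0.984. Meningeal (0.53, 18 of 18 positive), cortical (0.75, 19 of 20), potassium channel (0.09, 24 of 33) and oxidative phosphorylation genes (0.03, 49 of 62) had higher responses in the overactive line (adjusted p 3.72e-05 to 0.0481, or 0.74 to 0.86 with an estimated correlation). Ependymal (-0.43, 12 of 14 negative), immediate early (-0.28, 25 of 31), dopamine (-0.18, 21 of 23), D1 medium spiny neuron (-0.17, 9 of 10) and D2 medium spiny neuron genes (-0.17, 8 of 10) had lower responses (adjusted p 0.00148 to 0.0285, or 0.74 to 0.86 with an estimated correlation). Across genes, which are not independent replicates, the fold changes of the lines had a Pearson r of 0.153 and a Spearman rho of 0.229, with the same sign in 60.4% of 17206 genes. No gene passed with edgeR (510 at an unadjusted p under 0.05), DESeq2 (629) or limma-voom (697).

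The difference in immediate early genes rested on overactive saline library 3, without which the adjusted p was 0.521. Their call was also lost without control amphetamine library 2 or 5 or overactive amphetamine library 2 or 3. The dopamine call was lost without overactive saline library 2 (0.0719), and D1 markers lost theirs without that library (0.166) or control saline library 3. Oxidative phosphorylation lost it without overactive saline library 2 (0.226), control saline library 2 or overactive amphetamine library 2 or 4. D2 markers lost theirs without overactive saline library 2 (0.177) or 5, overactive amphetamine library 1 or 4, control saline library 1 or 4 or control amphetamine library 5. Potassium channels lost theirs without overactive amphetamine library 1 (0.281), 4 or 5, overactive saline library 1, 4 or 5, control saline library 1, 2 or 5 or control amphetamine library 1, 3 or 5.

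**Figure D2:**
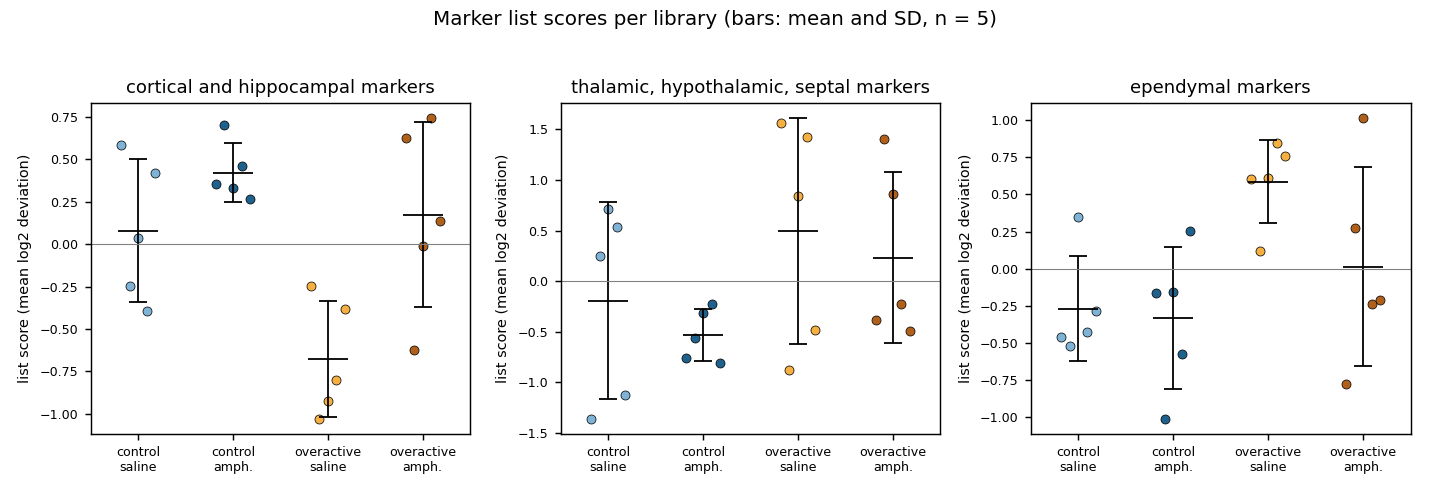
Marker list scores (mean log2 deviation from all libraries, vertical axis) for neurons of the cortex and hippocampus, neurons of the thalamus, hypothalamus and septum, and ependymal cells in the 4 groups, where points are libraries and bars mean and SD (n = 5). The cortical score averaged 0.08, 0.42, -0.68 and 0.17 from left to right and the ependymal score -0.27, -0.33, 0.59 and 0.01.

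The line difference was measured first in saline, where 191 genes differed (110 higher and 81 lower in the overactive line, or 109 and 64 with upper quartile scaling, and 62 by at least 2-fold). Coq7 (XLOC_030511, chromosome 7, 118509659 to 118533356), a hydroxylase of ubiquinone synthesis, was 1.64-fold higher, at 13.4 ± 0.79 against 22.03 ± 2.65 CPM (SD, n = 5, log2 0.72, SE 0.09, edgeR adjusted p = 0.000785). Glo1 (XLOC_014319, chromosome 17, 30584936 to 30626871), which detoxifies methylglyoxal, was 2.53-fold higher, at 134 ± 47.2 against 338 ± 29.6 CPM (1.34, SE 0.18, adjusted p = 0.00135). In both genes all 5 overactive libraries lay above all 5 control libraries. Also higher were Wdr11 (chromosome 7, 129591863 to 129635738, log2 0.64), Adck1 (chromosome 12, 88360554 to 88461724, 0.36), the centrin gene Cetn4 (chromosome 3, 37307749 to 37312708, 0.99), Tmem44 (chromosome 16, 30511855 to 30550842, 0.94) and the aminoacylase gene Acy3 (chromosome 19, 3986570 to 3990007, 1.60), with SE of 0.05 to 0.26 and adjusted p of 0.00416 to 0.0075.

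Lower in the overactive line was Syce2 (XLOC_031686, chromosome 8, 84872111 to 84888221), of the synaptonemal complex, at 3.51 ± 0.57 against 1.19 ± 0.22 CPM (SD, n = 5, log2 -1.56, SE 0.16, adjusted p = 6.33e-05). Napb (chromosome 2, 148693985 to 148732467), a protein of synaptic vesicle fusion, measured 445 ± 26.7 against 334 ± 39.3 CPM (-0.41, SE 0.08, adjusted p = 0.0163). Srp54c (chromosome 12, 55230168 to 55263836, -1.02), Mansc1 (chromosome 6, 134609207 to 134632488, -0.65) and Ccdc59 (chromosome 10, 105841067 to 105847833, -0.53) were lower too. So were the GMP reductase gene Gmpr (chromosome 13, 45507444 to 45553800, -0.30) and the nucleotide sugar transporter gene Slc35b4 (chromosome 6, 34153380 to 34177111, -0.25), and the adjusted p of these 5 genes was 0.00497 to 0.0174. Ndrg4 (XLOC_031768, chromosome 8, 95676980 to 95715119), a neuronal gene of the NDRG family, measured 2187 ± 169 CPM in the control line and was listed at 0 in all 5 overactive libraries (adjusted p = 1.97e-14). Whether this 0 is a measured level or a failed estimate of the locus was left open by the table. Read as a level, with a floor of 3 counts per library, it lies at least 22800-fold lower. The groups did not overlap in 733 of the 17206 genes tested, where chance gives 0.794%, and 165 of the 191 genes, picked for their difference, were among them. Glo1, Srp54c and Eno1 have close copies in the mouse genome, and reads shared with them could not be separated in this table.

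Ependymal cell markers were higher in the overactive line in saline (median log2 0.94, 13 of 14 positive, adjusted p = 1.5e-06, or 0.76 with an estimated correlation), with 1 member past the test over all genes and 9 adjusted over the list alone. Ccdc153 (chromosome 9, 44240676 to 44247306), a gene of ciliated cells, was 3.30-fold higher, at 2.31 ± 0.81 against 7.66 ± 1.94 CPM (n = 5, log2 1.72, SE 0.42, edgeR adjusted p = 0.0496). Cortical and hippocampal markers were lower (-0.97, 18 of 20 negative, adjusted p = 1.5e-06, or 0.76 with an estimated correlation, 0 members over all genes and 14 adjusted over the list alone). Thalamic, hypothalamic and septal markers were higher (0.86, 21 of 23, adjusted p = 0.00251, or 0.85 with an estimated correlation, 0 and 0 members). Potassium channel genes were lower with the cortical markers (-0.12, 29 of 33, adjusted p = 0.000915, or 0.76 with an estimated correlation, 0 and 0 members). Cholesterol synthesis genes (-0.12, 21 of 24, adjusted p = 0.00476, 0 and 0 members) and circadian clock genes (-0.13, 15 of 20, adjusted p = 0.0106, 0 and 3 members) were lower, with adjusted p of 0.86 and 0.76 with an estimated correlation.

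Glial markers were higher in the overactive line in saline. This held for oligodendrocytes (median log2 0.14, 20 of 21 positive, 0 members past the test over all genes and 1 adjusted over the list alone), their precursors (0.20, 13 of 13, 0 and 1) and astrocytes (0.16, 16 of 19, 0 and 2), with adjusted p of 0.00251 to 0.00638, or 0.76 to 0.86 with an estimated correlation. Glucocorticoid-responsive genes were higher (0.14, 23 of 28, adjusted p = 0.00251, or 0.85 with an estimated correlation, 1 and 3 members). Among them the cell cycle inhibitor gene Cdkn1a (chromosome 17, 29090976 to 29100727) measured 8.17 ± 1.62 against 17.8 ± 6.09 CPM (n = 5, log2 1.13, SE 0.24, edgeR adjusted p = 0.0283). Ribosomal protein genes were slightly higher (0.04, 59 of 74, adjusted p = 0.021, or 0.99 with an estimated correlation, 0 and 0 members). The glycolytic enolase gene Eno1 (chromosome 4, 150236721 to 150248879) measured 291 ± 40.2 against 427 ± 53.1 CPM (0.55, SE 0.12, adjusted p = 0.0283). Its hypoxia and glycolysis list did not pass as a whole (-0.04, adjusted p = 0.755).

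With region marker scores as covariates the count of genes in saline was 24, and 7 of the 17 named genes kept their call, with Ndrg4 not counted for want of a fitted fold change. Those that lost it were Acy3, Cetn4, Mansc1, Srp54c, Ccdc59, Napb, Gmpr, Cdkn1a, Eno1 and Ccdc153 (adjusted p 0.054 to 0.428). The count was 67 without control saline library 5, 75 and 100 without overactive saline library 4 and 3, and 101, 115 and 124 without control saline library 3, 2 and 1. Cdkn1a passed in 4 of 10 fits that left out a library, Eno1 in 5 and Ccdc153 in 1 (without overactive saline library 2), with highest adjusted p of 0.074, 0.0806 and 0.114. Cdkn1a was lost without control saline library 2, 3, 4 or 5 or overactive saline library 3 or 5, and Eno1 without control saline library 2, 4 or 5 or overactive saline library 1 or 4. Ccdc153 was also lost with upper quartile scaling, without a filter, with 1 surrogate variable and without the 4 libraries highest in thalamic markers. Eno1 was lost with the replicate block, with the surrogate variable and without those 4 libraries, and Cdkn1a with the surrogate variable. Slc35b4 and Ccdc59 lost their call without those 4 libraries. Of the lists, glucocorticoid genes lost their call without overactive saline library 5 (0.0523), clock genes and astrocyte markers without overactive saline library 4 (0.0641 and 0.0756), and oligodendrocyte markers without control saline library 1 (0.0871). Cholesterol synthesis lost it without overactive saline library 3 (0.0821) or 2, and ribosomal genes without overactive saline library 5 (0.4) or 1 or control saline library 1, 2 or 4.

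Under amphetamine 78 genes differed between the lines (38 higher and 40 lower in the overactive line, or 37 and 27 with upper quartile scaling, and 23 by at least 2-fold). Apod (XLOC_012885, chromosome 16, 31296192 to 31314808), a lipid carrier made by oligodendrocytes and other glia, was 2.00-fold higher in the overactive line, at 78.4 ± 14.3 against 157 ± 41.1 CPM (SD, n = 5, SE of the log2 value 0.18, edgeR adjusted p = 0.0167). Rgs5 (XLOC_000616, chromosome 1, 169655501 to 169695813), a pericyte gene, was 1.80-fold higher, at 9.44 ± 2.82 against 17.0 ± 3.34 CPM (log2 0.85, SE 0.18, adjusted p = 0.0352). Ctss (XLOC_020577, chromosome 3, 95526786 to 95556403), a protease of microglia, was lower, at 89.4 ± 8.19 against 61.7 ± 7.68 CPM (-0.53, SE 0.11, adjusted p = 0.0405). Serpinb6a (XLOC_008652, chromosome 13, 33917918 to 34002794), a protease inhibitor with close copies in the genome, measured 38.9 ± 5.79 against 21.9 ± 1.14 CPM (-0.83, SE 0.12, adjusted p = 0.0039). The tyrosine phosphatase gene Ptpn7 (chromosome 1, 135132700 to 135145317) measured 9.10 ± 0.59 against 4.91 ± 0.63 CPM (-0.89, SE 0.14, adjusted p = 0.00809). The groups did not overlap in 504 of the 17206 genes tested, and 66 of the 78 were among them.

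Of the 18 genes named in saline, 7 also passed under amphetamine and 11 did not (adjusted p 0.066 to 0.493). Coq7 (log2 0.54, adjusted p = 0.0118), Wdr11 (0.67, 0.0039), Tmem44 (0.93, 0.0118) and Cetn4 (0.94, 0.0118) were higher, and Syce2 (-1.31, SE 0.16, adjusted p = 0.000392) and Ccdc59 (-0.51, adjusted p = 0.0143) were lower. Glo1 did not pass there (0.65, SE 0.18, adjusted p = 0.122), nor did its difference between treatments (adjusted p = 0.9999). Ndrg4 measured 2258 ± 127 CPM in the control line (SD, n = 5) and was listed at 0 in the overactive line, which lies at least 21900-fold lower with the same floor if read as a level, and here too a failed estimate of the locus was not excluded. The carbonic anhydrase gene Car14 (chromosome 3, 95897768 to 95904691, 0.92, SE 0.17), Wdr83 (chromosome 8, 85075035 to 85081306, 0.69, SE 0.12) and Mfsd7b (chromosome 1, 191005847 to 191026158, 0.58, SE 0.09) were higher. So was a locus shared by Olfr1417 and the syntaxin gene Stx3 (chromosome 19, 11770415 to 11831199, 0.52, SE 0.06), and the adjusted p of these 4 was 0.000392 to 0.0143. Lower by a log2 of -0.26 to -0.32 were Gatad1 (chromosome 5, 3632932 to 3657185), Sec23ip (chromosome 7, 128744943 to 128784836) and Preb (chromosome 5, 30950853 to 30960361), the last pair of export from the endoplasmic reticulum. Bub3 (chromosome 7, 131560222 to 131571895), of the spindle checkpoint, and the oxygen-sensing hydroxylase gene Egln1 (chromosome 8, 124908587 to 124949324) were in the same range, and the adjusted p of these 5 was 0.00917 to 0.0466.

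As groups, oligodendrocyte markers (median log2 0.21, 18 of 21 positive, 1 member past the test over all genes and 3 adjusted over the list alone), endothelial and mural markers (0.15, 19 of 25, 1 and 2) and ribosomal protein genes (0.08, 67 of 74, 0 and 0) were higher in the overactive line under amphetamine (adjusted p 4.08e-05 to 0.00722, or 0.79 with an estimated correlation). Oligodendrocyte precursor (0.21, 11 of 13), ependymal (0.37, 13 of 14) and thalamic markers (0.98, 21 of 23) were higher with 0 members in either count (adjusted p 0.0121 to 0.0396, or 0.79 with an estimated correlation). Dopamine genes (-0.21, 16 of 23 negative, 0 and 0), D2 medium spiny neuron markers (-0.18, 8 of 10, 0 and 0) and microglia markers (-0.11, 16 of 20, 1 lower over all genes, 1 higher and 3 lower adjusted over the list alone) were lower (adjusted p 0.0121 to 0.0396, or 0.79 with an estimated correlation). The endothelial score was 0.05 ± 0.05 against -0.10 ± 0.04 (n = 5, exact permutation p = 0.00794, the smallest possible, adjusted p = 0.127 over 32 lists). The scores of the other 8 lists had exact permutation p from 0.0159 (D2 markers) to 0.429 (microglia markers), and neuropeptide genes, which did not pass with camera, also had 0.00794. No score passed over the 32 lists.

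With region marker scores as covariates the count of genes under amphetamine was 52 (40 of them among the 78). Of the 19 called genes the rule took here, all but Egln1, Ctss and Rgs5 (adjusted p 0.0932 to 0.126) kept their call. Ndrg4 and Ccdc59 were not counted. Without the 4 libraries highest in thalamic markers only Olfr1417 with Stx3, Wdr11, Mfsd7b, Syce2, Serpinb6a and Preb kept their call. Tmem44, Cetn4, Coq7, Ptpn7, Gatad1 and Sec23ip then had an adjusted p of 0.0578 to 0.146. With 1 surrogate variable Wdr83, Car14, Preb, Egln1, Apod, Ctss and Rgs5 lost their call. The gene count was 23 without overactive amphetamine library 2, and 35, 38 and 43 without control amphetamine library 3, 5 and 4. Egln1 passed only without control amphetamine library 2 or 4 or overactive amphetamine library 5, and Ctss only without control amphetamine library 5 or overactive amphetamine library 3 or 5 (highest adjusted p 0.121 and 0.0878 over 10 fits that left out a library each). Rgs5 passed only without control amphetamine library 1 or overactive amphetamine library 1 or 3 (highest 0.0918). Egln1, Ctss and Rgs5 also lost their call with the replicate block, Egln1 and Ctss with upper quartile scaling, and Egln1 without a filter. A fit of only the groups compared lost Egln1, Rgs5, Apod and Bub3. Apod was lost without overactive amphetamine library 2 or control amphetamine library 3 (highest 0.0545), and Car14, Sec23ip and Bub3 without overactive amphetamine library 2. Thalamic markers lost their call without overactive amphetamine library 2 (0.183), and ependymal markers without overactive amphetamine library 3 (0.439) or 2 or control amphetamine library 2 or 4. Precursor markers lost theirs without overactive amphetamine library 2 (0.143) or control amphetamine library 4 or 5, and microglia markers without overactive amphetamine library 1 (0.0718) or control amphetamine library 4 or 5. D2 markers lost theirs without overactive amphetamine library 4 (0.103) or 1 or control amphetamine library 1 or 5.

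**Figure D3:**
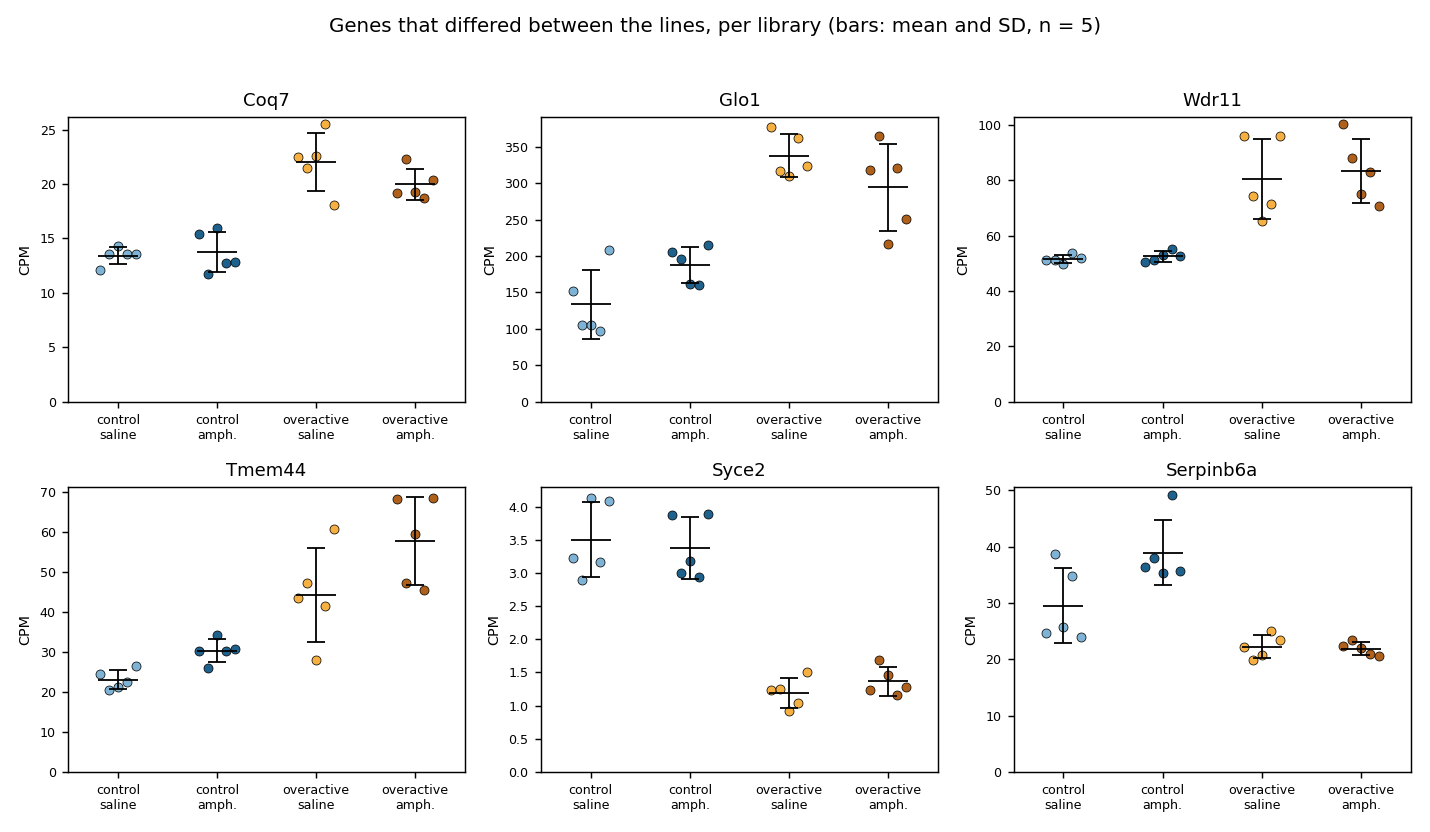
CPM (vertical axis) of 6 genes that differed between the lines in at least 1 treatment, in the 4 groups, where points are libraries and bars mean and SD (n = 5). All overactive line libraries lie above those of the control line for Coq7 and Wdr11 in each treatment, and below them for Syce2.

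Over both treatments 1208 genes differed between the lines (638 higher and 570 lower in the overactive line, or 723 and 457 with upper quartile scaling, and 184 by at least 2-fold). Oligodendrocyte (4 of 21), astrocyte (3 of 19), oligodendrocyte precursor (1 of 13) and ependymal markers (3 of 14) had members that were higher and 0 that were lower, or 4, 5, 4 and 10 members adjusted over the list alone. Glucocorticoid-responsive genes (4 of 28 higher, median log2 0.13) and ribosomal protein genes (4 of 74 higher, 0.06) moved the same way. Potassium channels (3 of 33 lower, -0.12), cholesterol synthesis genes (2 of 24 lower, -0.09) and cortical markers (3 of 20 lower, -0.57) moved the other way. Adjusted over the list alone these 5 counts were 4, 4, 3, 3 and, for cortical markers, 9 lower and 2 higher. Thalamic markers were higher (0.90, 0 members over all genes and 5 adjusted over the list alone) and clock genes lower (-0.10, 1 member higher and 2 lower, or 1 and 4). The 11 lists had adjusted p from 0.000146 to 0.0322, or 0.81 to 0.93 with an estimated correlation.

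Among cholesterol genes Cyp51 (locus on chromosome 5, 4080674 to 4192309, log2 -0.34, SE 0.07) and Lss (locus on chromosome 10, 76531584 to 76562226, -0.28, SE 0.06), enzymes of sterol synthesis chosen after their values were seen, were lower with adjusted p of 0.00593 and 0.00914. Microglia markers went both ways, with 1 higher and 4 lower, and did not pass as a list (adjusted p = 0.148). The complement gene C1qc (locus on chromosome 4, 136889802 to 136892914), chosen after its values were seen, was lower by a log2 of -0.41 (SE 0.08). It measured 32.4 ± 2.14 and 31.9 ± 6.65 CPM in control saline and amphetamine libraries and 23.9 ± 3.47 and 24.3 ± 1.15 CPM in overactive ones (SD, n = 5). Clock genes lost their call without overactive saline library 4 (0.074), overactive amphetamine library 2, control saline library 5 or control amphetamine library 5. The gene count was 770 without control saline library 5 or overactive amphetamine library 2, 783 without overactive saline library 4 and 212 with region scores as covariates.

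The line differences recurred across treatments, with 36 genes called in both (0.866 expected for unrelated lists) and all 36 of the same sign. Of the 191 genes of the saline comparison 187 had the same sign under amphetamine. Across genes, which are not independent replicates, the line fold changes in saline and under amphetamine had a Pearson r of 0.598 and a Spearman rho of 0.536 over the 17203 genes above 0 in both lines. With the other 3 genes, among them Ndrg4, the Pearson r was 0.692, and leaving them out was chosen after the data were seen. The striatal neuropeptide, interneuron, interferon, MAPK feedback, endoplasmic reticulum stress, cytokine, hypoxia and blood cell lists passed in none of the 7 comparisons with the preset correlation. Their smallest adjusted p was 0.0545, for cytokine and NF-kB response genes in the overactive line (median log2 0.09, 13 of 15 positive after amphetamine).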

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

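The tests of library size, of the genes called by DESeq2, of all line calls together, of unadjusted p in the splits and of the loci listed at 0 were chosen only after the results they weigh were seen. Of 220 groups of 5 libraries tested for a library far from the others, 12 held one, and 11 are expected by chance at 1 in 20. Overactive saline library 3 stood above the rest of its group in Fos (32.54 CPM, next 13.46), Arc (285.9, next 110.9), Hspa1a (16.33, next 6.829) and the score of immediate early genes (0.6851, next -0.1582). The choroid plexus gene Ttr stood apart in control amphetamine library 1 (216.2 CPM, next 52.06), control saline library 3 (654.2, next 108.6) and overactive amphetamine library 3 (832, next 61.87). Control saline library 3 also had the highest score of ependymal markers in its group (0.3471, next -0.2834). Single libraries stood highest in Th (control amphetamine library 2, 13.26 CPM, next 8.007) and Mansc1 (control saline library 5, 14.19, next 11.73). The same held for Serpinb6a (control amphetamine library 4, 49.14 CPM, next 38) and Rgs5 (control amphetamine library 1, 14.29, next 8.949).

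In 10 gene lists the amphetamine response differed between the lines by camera with the preset correlation. The response was higher in the overactive line for cortical and hippocampal markers (adjusted p = 3.722e-05, or 0.736 with an estimated correlation), meningeal markers (3.722e-05, or 0.736), endothelial and mural markers (5.693e-07, or 0.03674), oxidative phosphorylation (0.006862, or 0.8604) and potassium channels (0.0481, or 0.8604). It was lower for immediate early genes (0.00576, or 0.8604), dopamine genes (0.005753, or 0.736), D1 markers (0.01606, or 0.736), D2 markers (0.02845, or 0.736) and ependymal markers (0.001483, or 0.8604). Of 100 splits of the libraries into groups of the same sizes, all 100 gave at least as many genes as the real 0 in each of the 4 comparisons of amphetamine or its difference between lines, which a real count of 0 makes certain. The highest other counts were 12 (control line), 337 (overactive line), 4 (mean of both lines) and 3 (difference). Another split of the overactive line gave 249 calls, and what produced these high counts was not tested. By genes with an unadjusted p under 0.05, 24 of 100 splits with the real one counted gave as many in the control line (957, highest other 1727) and 26 in the overactive line (1382, highest other 3105). For both lines 5 did (1895, highest other 2369) and for the difference 70 did (510, highest other 2862), so chance was not excluded in any of the 4. For the line differences 1 of 100 splits, the real one, gave as many genes. The counts were 191 against a highest other count of 5 in saline, 78 against 1 under amphetamine and 1208 against 1 over both treatments. Chance in how these mice were grouped was therefore excluded. Each kind of line was represented by 1 line, so the splits cannot tell selection for activity from other differences between the lines.

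The first pattern weighed was the excess of small p-values for amphetamine over both lines, 1879 genes with region marker list members left out. Library totals moved oppositely in the lines, which predicts a negative relation of their fold changes, and across the 14958 genes with a mean of at least 1 CPM the Pearson r was 0.239, so library size was argued against as the whole cause. A share of cortical tissue in the dissections stays open: 73.07% of the genes (69.4% to 77.22% leaving out each saline library) moved as their slope on the cortical score within saline libraries predicts, against 52.31% of genes with p over 0.5. Of the genes called by DESeq2 and tested by edgeR, 163 of 177 (92.09%) moved as their slope on the cortical score within groups predicts. This slope was not limited to saline libraries, and list members were not left out. The 92.09% is therefore not comparable with the 73.07% and 52.31%. With region scores as covariates 732 genes had p under 0.05, where 860 are expected by chance. That fit held more than the cortical score, and fold sizes and SE under it were not compared for these genes. Its count therefore cannot be assigned to the cortical share. The cortical list, whose most abundant genes were Slc17a7 (354.1 CPM), Mef2c (262.1) and Zfp238 (164.5), had 20 members that these striatal libraries also express and 3 held by another list, so neurons of the striatum could move some of them, and a response to the drug was not told apart from the dissection.

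The second pattern was the 1208 genes that differed between the lines, of which 191 kept and 1017 lost their call with region scores as covariates, while the median size of all went from a log2 of 0.3589 to 0.2991. The lost genes held 0.7909 of their median size (0.3355 to 0.2653) and their SE went from 0.08494 to 0.09496, so the calls ended through both, and a lost call was not a difference removed. With region marker list members left out, 75.02% of 1205 called genes moved as their slopes on the region scores within groups predict. This compares with 54.2% of genes with p over 0.5, and neighbouring tissue may contribute to the calls. The thalamic list, led by Six3 (68.12 CPM), Zic1 (57.8) and Slc17a6 (38.53), had 19 of 23 members at 1 CPM or more and 1 held by another list. The share was 80.87% among the lost genes and 43.98% among the kept ones, whose median size stayed at 0.9663 of its value, but the same covariates picked both sets, so these values decide nothing and neighbouring tissue stays open for each.

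Linked founder haplotypes that differ between the lines are a candidate explanation for the kept genes. Of these, 96 lay within 1 Mb of another of the set, where random sets of matched expression gave a median of 46, a 95th percentile of 59 and a highest count of 74 (permutation p over random gene sets 0.0001, the smallest possible). Of the lost genes 722 did, against a median of 690 and a highest count of 735 (permutation p = 0.026), and 39 of as many genes with the smallest p for amphetamine did (median 45, permutation p = 0.82). Groups of neighbours included Ppil1, Rnf8, Btbd9, Glo1 and Dnahc8 (chromosome 17, 29250835 to 30875849, 3 higher and 2 lower) and Unc93b1, Acy3, Gstp2 and LOC100861918 (chromosome 19, 3935186 to 4203721, 4 higher). No genotypes were available, and whether reads of a founder haplotype align less well to the reference at these genes was not tested.

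The third pattern was Ndrg4 and Cwc22 at 0 in every overactive library, where the control line held 74209 to 102128 counts of Ndrg4, and 1152 to 1364 counts of Cwc22 in 3 libraries and 36570 to 130451 in 7. An upper limit on the counts a locus may hold stays open: 2 loci stood above the control mean of Ndrg4 in the overactive line, the higher at a mean of 92884 counts, and the highest count of any locus in a single overactive library was 132594, above every control count of both genes, but 0 loci had every overactive library above 102128, and Ndrg4 ranked 1 by control mean and Cwc22 ranked 1 by highest control count. Counts moved to another locus of the table were argued against by 0 loci within 1 Mb that gained (1 locus of at least 1000 counts gained anywhere). A line difference in expression was not decided by its test. Of other loci at least 20-fold lower, 7 of 34 (20.59%) were at exactly 0, or 14 of 41 (34.15%) with the loci of both spans counted. The latter is the test as it first stood, before it was narrowed after that value was seen. The 7 loci had control line means of at most 383.6 counts, against 87610 for Ndrg4 and 49680 for Cwc22. A fall to 0 from so few counts says nothing about these 2 genes, so a line difference stays open. All 3 other loci over the span of Ndrg4 and all 6 over that of Cwc22 were also at 0. A failed estimate of the whole span could equally stand behind the values of 0. The neighbours Gins3 (127 against 152 counts) and Setd6 (611 against 694) were measured in both lines.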

How the results depend on the processing

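Fits with region marker scores, without the 4 libraries highest in thalamic markers and without the loci listed at 0, leaving out each library in the list tests, and the relation of line fold changes without genes at 0 in 1 line (r 0.598 against 0.692), were chosen after the data were seen. Of the values of called genes, without Ndrg4, which has no fitted fold change, 379 of 432 kept their direction and call over the settings and 314 of 360 when a library was left out, and the other 53 and 46 kept their direction only. RLE, upper quartile, no filter and the stricter filter gave 198, 173, 156 and 179 genes in saline, 84, 64, 71 and 71 under amphetamine and 1186, 1180, 1012 and 1133 over both treatments. The balance of directions depended on the setting: a fit of only the groups compared gave 157 higher and 66 lower in saline (119 of the 223 among the 191), upper quartile gave 109 higher and 64 lower in saline, 37 and 27 under amphetamine and 723 and 457 over both treatments, and RLE 117 and 81, 40 and 44, and 631 and 555. The median log2 fold change of all genes lay between -0.01 and 0.02 under the 3 scalings. The relation between the lines among genes called over both could not be given, because edgeR called none (1895 at an unadjusted p under 0.05, and 178 called by DESeq2). The 1 surrogate variable correlated with the thalamic score at r = -0.96 and with the cortical score at 0.69. The median SE was 0.10 between 2 groups.

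DESeq2 called 2 genes for amphetamine in the control line, 42 in the overactive line and 178 over both, and 776, 323 and 2139 for the line in saline, under amphetamine and over both treatments. Without the 4 libraries highest in thalamic markers (overactive saline 1 and 4, overactive amphetamine 2 and 3) these counts with edgeR were 31 and 80 for amphetamine in the overactive line and over both, and 95, 17 and 323 for the line. Limma-voom called 297 genes in saline. With 1 surrogate variable the line counts were 58, 30 and 293, and with region scores 24 (20 of them among the 191) in saline, 52 (40 of them among the 78) under amphetamine and 212 over both treatments. Under amphetamine a fit of only the groups compared gave 50 and the replicate block 51 (187 in saline), and the replicate numbers did not pair the libraries (median r 0.035). With an estimated correlation 0 lists passed in 6 comparisons and 1 passed for the difference between lines. Leaving out each library gave 0 to 4 genes for amphetamine over both lines (4 without control saline 1 or overactive amphetamine 2), and 67 to 218, 23 to 77 and 770 to 1414 for the line in saline, under amphetamine and over both. It gave 7 to 13 lists for amphetamine in the overactive line (13, 12, 11 and 11 without overactive amphetamine 2 and saline 2, 1 and 4). It gave 6 to 14 for the line under amphetamine (14 without overactive amphetamine 1, 6 without overactive amphetamine 2). Immediate early genes in the overactive line had an adjusted p from 0.029, with the direction reversed (without overactive saline 3), to 0.69 (without overactive amphetamine 5). Fewer libraries or a weaker design lower some counts by construction, and beyond that the cause was not tested.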

Other observations

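The genes in these paragraphs were chosen after their values were seen, and the test of immediate early against cortical scores was chosen only after the result was seen. Neuropeptide genes had members that were higher in the overactive line over both treatments, 6 of 20 adjusted over the list alone and 0 over all genes, although the list did not pass (median log2 0.11, adjusted p = 0.595). Oprm1 (locus on chromosome 10, 6788557 to 7038209), the mu opioid receptor gene, measured 49.3 ± 9.36 and 49.4 ± 8.27 CPM in control saline and amphetamine libraries and 67.3 ± 6.74 and 63.7 ± 18.5 CPM in overactive ones (SD, n = 5, log2 0.41, SE 0.13). The neurotensin gene Nts (locus on chromosome 10, 102481756 to 102491083) was 0.58 higher (SE 0.20), Cartpt 0.45 (SE 0.16), Pnoc 0.49 (SE 0.18), Gal 1.253 (SE 0.45) and Trh 1.33 (SE 0.41) on the log2 scale. Trh measured 7.16 ± 5.19 and 3.20 ± 0.23 CPM in control saline and amphetamine libraries and 14.5 ± 10.3 and 10.04 ± 6.58 CPM in overactive ones (SD, n = 5), and Gal 3.76 ± 3.21, 1.60 ± 0.57, 6.88 ± 4.21 and 5.01 ± 2.39 CPM in the same order. Thalamic, hypothalamic and septal markers, a list that also holds Trh, were higher in the same comparison (median log2 0.90, adjusted p = 0.000905, or 0.81 with an estimated correlation). Drd5 (locus on chromosome 5, 38318938 to 38502152), a dopamine receptor gene, was higher over all genes (0.55, SE 0.13, edgeR adjusted p = 0.0147), at 2.63 ± 0.54 and 3.12 ± 0.45 CPM in the control line and 4.31 ± 0.79 and 4.11 ± 0.99 CPM in the overactive line.

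Interferon response genes had 5 of 30 members lower in the overactive line adjusted over the list alone and 3 over all genes, and the list did not pass (median log2 -0.11, 21 of 30 negative, adjusted p = 0.0624). The antigen presentation genes H2-K1 (locus on chromosome 17, 33996012 to 34000510, -0.59, SE 0.17) and B2m (locus on chromosome 2, 122120108 to 122186189, -0.26, SE 0.08) and the guanylate-binding protein gene Gbp2 (locus on chromosome 3, 142620638 to 142638008, -0.67, SE 0.17) had edgeR adjusted p of 0.0468, 0.0454 and 0.0213. B2m measured 51.9 ± 7.19 and 55.8 ± 3.802 CPM in control saline and amphetamine libraries and 44.2 ± 2.64 and 45.8 ± 8.85 CPM in overactive ones (SD, n = 5). Whether reads of a founder haplotype align less well to the reference at H2-K1, B2m and Gbp2 was not tested. The immediate early score deviated from its group means with the cortical score at Pearson r = 0.2568 over 20 libraries (permutation p = 0.283, Spearman rho 0.307, permutation p = 0.203, r = 0.093 without the 2 farthest), members of both lists left out.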
